A study of Bacteria with 95 samples. Its data were reported in "IgA regulates the composition and metabolic function of gut microbiota by promoting symbiosis between bacteria" (2018).

How the data were processed

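Bacterial DNA was extracted from mouse feces or cecal content, and a variable region of the 16S rRNA gene was amplified and sequenced on an Illumina MiSeq. Per the study's methods, the authors filtered the reads, clustered them into operational taxonomic units (OTUs) and removed chimeras with USEARCH, and then assigned taxonomy against Greengenes and summarized it with QIIME. The tables of *B. theta*, PBS and backpack samples were deposited as the fraction of all sequences of a sample per bacterial family, each column summing to 1, so that sequencing depth was unknown. The *B. vulgatus* table was deposited as raw counts per OTU with no normalization, with 19815 to 66781 counts per sample. It held 4076 OTUs, of which 442 had a count in any sample. Its OTUs were used by identifier, and their taxonomy was not used here. Clostridiales and the other lists of taxa in *B. vulgatus* mice, and the difference between the MAFF effects in *B. theta* and *B. vulgatus*, were therefore not analysed here.

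Samples were grouped by their labels, and each comparison was made within its own table. No columns in a group were identical. The closest OTU count profiles in each *B. vulgatus* group differed beyond sampling noise by a chi-square test, which covers counting error only. Fractions were multiplied into percent, and families above 0 in at least 3 samples were tested. A further 27 lists of taxa, fixed before the data were examined, were summed from the families, and 20, 20 and 17 lists could be tested in the *B. theta*, PBS and backpack tables. The text names every list with a mean of at least 1% in either group. It also names each family that was no list of its own, with an adjusted p under 0.05 and a mean of at least 0.1% in either group. At most 25 taxa were named per comparison. A family that was itself a list and stayed under 1% could therefore pass without being named by this rule. For OTUs the rule took the 10 with the largest difference of means among those called, of which 4 are named here.

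Differences of group means were tested with a two-sided permutation test, exact over all splits for PBS (5852925 splits), backpack (252) and *B. vulgatus* samples (48620), and with 100000 resamples for *B. theta* samples. P-values were adjusted by the Benjamini-Hochberg method over the families of a table, for lists of several families over families and lists together, and also over the lists alone. OTU counts were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM normalization) in R 4.3.3 over the 250 OTUs with a count in at least 3 samples. The OTU counts had been foreseen in the design as a possible unit. Communities were compared by PERMANOVA on Bray-Curtis distances, and diversity by the Shannon index with the natural log, over families or OTUs, which are not comparable with each other. For a count of 0, the share that 3 counts would take of the sample's total was given as a limit. Other computations used Python 3.11.15, numpy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

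Alternatives fixed before the data were examined were log2 percentages with 0.01% or 0.1% added, ranks, centred log ratios, shares of the sequences outside Bacteroidaceae, other filters, DESeq2 1.42.0 for the counts, Aitchison distances, the inverse Simpson index, each sample left out in turn, and the replicate number as a block in the backpack table. Alternatives for the *B. vulgatus* table that were chosen after seeing the data were the permutation test of percentages, leaving out the most abundant OTU, and thinning to the smallest total. In the *B. theta* table, the comparisons with either set of BTΔMAFF samples alone were also chosen after seeing the data. A centred log ratio sets a taxon's log2 percent, with 0.01% added, against the mean over all families, or over all OTUs tested. Rare taxa weigh as much in that mean as abundant ones, so a shift in them moves every ratio. The tests were run on simulated data. For the permutation test, each family's values were first shuffled over the samples, so that no sets of samples were left. In the permutation test, 8-fold changes were recovered for 52% of changed families in the *B. theta*, 44% in the PBS and 18% in the backpack table, with false calls for 2.94%, 0% and 0.833% of unchanged families. For 64-fold changes these were 78%, 50% and 40% recovered and 25.3%, 0.556% and 10% false. With edgeR, at the dispersion of the real counts (median 4.02), 2.04% of OTUs changed 8-fold and 64% of those changed 64-fold were recovered, with 0 and 5 false calls among 181 unchanged OTUs. In a run added afterwards with a dispersion of 1, 59.6% of 8-fold changes were recovered, with 4 false calls among 196.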

Results

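Bacterial 16S rRNA gene amplicons were sequenced from 95 samples in 8 groups, and each of the 4 comparisons was given its own table. Feces were collected 4 weeks after inoculation from SPF-Abx mice, that is, specific pathogen-free C57BL/6 mice whose own Bacteroidales had been depleted with metronidazole and ciprofloxacin. These mice received wild-type *Bacteroides thetaiotaomicron* (BTWT; 16 samples), the same species lacking the Mucus-Associated Functional Factor (BTΔMAFF; 21 samples), wild-type *Bacteroides vulgatus* (BVWT; 9 samples), its MAFF-deleted counterpart (BVΔMAFF; 9 samples) or PBS. MAFF is a pair of genes for outer membrane proteins of the kind that bind and import polysaccharides. The PBS mice were labelled by their sensitivity to colitis induced with dextran sodium sulfate (DSS), as DSS-resistant (8 samples) or DSS-sensitive (22 samples). Cecal content came from *Rag1*-deficient mice, which lack mature T and B cells and make no antibody. These mice carried a subcutaneous backpack (BP) of either 7-6IgA hybridoma cells, which secrete a monoclonal IgA, or parental P3U1 myeloma cells, which secrete none, and were given antibiotics for 7 days and then *B. theta* (5 samples each). The *B. vulgatus* table held 19815 to 66781 counts per sample. The other tables held fractions of sequences per bacterial family, so that their depth is unknown. Errors are SD throughout.

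The fecal communities of BTWT and BTΔMAFF mice were compared to ask whether MAFF in *B. theta* alters the resident microbiota before colitis. Unassigned Clostridiales were sequences placed in this order of anaerobic Firmicutes with the family name left blank. They made up 32.1% ± 12.4 of the community in BTWT mice (n = 16) and 0.621% ± 1.23 in BTΔMAFF mice (n = 21). All 16 BTWT samples lay above the highest BTΔMAFF sample, with a range of 17.6% to 54.2% against 0.00237% to 5.37%. The BTΔMAFF median was 0.168%, and the mean was 0.384% without BTΔMAFF replicate 14. Bacteroidaceae, the family of the inoculated species, moved the other way and made up 49.8% ± 14.1 in BTWT and 80.5% ± 13.9 in BTΔMAFF mice. The order Clostridiales as a whole was also higher in BTWT (44.1% ± 15) than in BTΔMAFF (17.9% ± 13.9), and 8 of the 16 BTWT samples lay above every BTΔMAFF sample. The BTΔMAFF samples stood apart in 2 sets: replicates 2 to 11 held 2.46% to 5.98% Clostridiales and 92.6% to 96.2% Bacteroidaceae, and the other 11 held 18.7% to 39.8% and 58.6% to 79.0%. Against those 11 alone, a comparison chosen after seeing the data, Clostridiales differed by 14 percentage points (30.1% ± 6.67 in the 11) and Bacteroidaceae by -18.6 (68.3% ± 6.46). Unassigned Clostridiales differed by 31.0 (1.14% ± 1.54 in the 11, adjusted p = 5.50e-05, permutation test). Against replicates 2 to 11 alone, Clostridiales differed by 39.6 percentage points. The sets part by their own Clostridiales and Bacteroidaceae values, so no p-value is given for these taxa. Over all samples, unassigned Clostridiales, Bacteroidaceae and Clostridiales each had a permutation p = 1e-05, the smallest that the resamples can give (adjusted p = 2.44e-05, 2.44e-05 and 2.14e-05). Among the sequences outside Bacteroidaceae, however, Clostridiales took a share of 86.7% ± 6.35 in BTWT and 84.2% ± 12.9 in BTΔMAFF, and the difference of 2.49 percentage points did not pass the test (adjusted p = 0.544, permutation test). Unassigned Clostridiales remained apart on that scale, at 62.5% ± 7.67 against 2.22% ± 3.63.

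**Figure D1:**
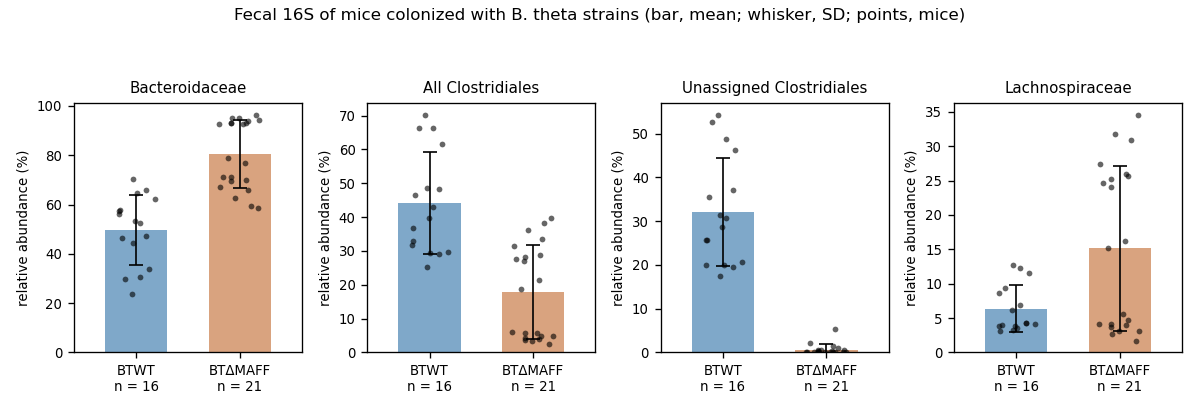
Relative abundance (% of sequences) of Bacteroidaceae, all Clostridiales, unassigned Clostridiales and Lachnospiraceae in feces of BTWT (n = 16) and BTΔMAFF (n = 21) mice. Bars show the mean, whiskers the SD and points single mice; every BTWT mouse had at least 17.6% unassigned Clostridiales, and no BTΔMAFF mouse had more than 5.37%.

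The families within Clostridiales did not move together. Ruminococcaceae, a family of fiber degraders and butyrate producers, rose from 0.00375% ± 0.00428 in BTΔMAFF to 2.40% ± 1.30 in BTWT mice, and was higher in 16 of 16 BTWT samples than in any BTΔMAFF sample (adjusted p = 2.44e-05, permutation test). Clostridiales of other assignment were entered only as Other at the family level and so also carry no family name. They were likewise higher in BTWT (1.12% ± 0.819 against 0.0179% ± 0.0154). So were Mogibacteriaceae (0.285% ± 0.328 against 0.000343% ± 0.000689), both at the same adjusted p. Lachnospiraceae, which also hold many butyrate producers, were lower in BTWT (6.36% ± 3.43) than in BTΔMAFF mice (15.2% ± 12; adjusted p = 0.0125, permutation test). The 11 BTΔMAFF samples with 15.2% to 34.5% Lachnospiraceae averaged 25.6% ± 5.88, and replicates 2 to 11, with 1.68% to 5.65%, averaged 3.67% ± 1.12. The BTWT mean lay between these. Since the sets part by this family's own values, a comparison with either set is no test of its direction. The difference over all samples did not pass on ranks (adjusted p = 0.201) or after a log2 transformation (adjusted p = 0.0853 and 0.0827 with 0.01% and 0.1% added), but did as a centred log ratio (adjusted p = 1.79e-04). Among the sequences outside Bacteroidaceae it was far larger, at 12.4% ± 4.79 in BTWT and 70.4% ± 13.5 in BTΔMAFF (adjusted p = 3.0e-05, permutation test). Unassigned Clostridiales filled 62.5% of those sequences in BTWT and 2.22% in BTΔMAFF. The share of Lachnospiraceae is tied to theirs, so this gap is no separate evidence of fewer Lachnospiraceae in BTWT. Lachnospiraceae and Ruminococcaceae summed to 8.76% ± 3.44 in BTWT and 15.2% ± 12 in BTΔMAFF and did not pass (adjusted p = 0.0627), but did as a share of the sequences outside Bacteroidaceae, as a centred log ratio (adjusted p = 0.00283) and when any of BTΔMAFF replicates 2 to 11 was left out (adjusted p = 0.0384 to 0.0485). This sum was almost all Lachnospiraceae in BTΔMAFF mice. It averaged 3.68% ± 1.12 in replicates 2 to 11 and 25.6% ± 5.88 in the other 11, sets that part by it as well. Clostridiaceae took 1.73% ± 1.10 and 2.07% ± 1.9 (adjusted p = 0.527), and were lower in BTWT as a share of the sequences outside Bacteroidaceae (adjusted p = 0.00898). They averaged 0.730% ± 0.803 in replicates 2 to 11 and 3.30% ± 1.78 in the other 11, and the BTWT mean lay between these. The sets part by total Clostridiales, which include Clostridiaceae, so a comparison with either set is no test of their direction.

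Outside this order, Lactobacillaceae, the lactic acid bacteria, made up 4.01% ± 2.31 in BTWT and 0.866% ± 0.556 in BTΔMAFF mice, and Turicibacteraceae made up 1.15% ± 0.513 against 0.000913% ± 0.00184 (both adjusted p = 2.44e-05, permutation test). The excess of Lactobacillaceae was not seen among the sequences outside Bacteroidaceae (8.71% ± 5.75 against 7.70% ± 8.41; adjusted p = 0.746). Enterococcaceae, facultative anaerobes that can bloom after antibiotics, went the other way and were higher in 21 of 21 BTΔMAFF samples (0.117% ± 0.0785) than in any BTWT sample (0.00138% ± 0.00122). The phylum Firmicutes rose with the Clostridiales (49.6% ± 14 in BTWT, 19% ± 14.1 in BTΔMAFF; 5.43% ± 1.21 in replicates 2 to 11 and 31.3% ± 6.46 in the other 11), and the order Bacteroidales and the phylum Bacteroidetes differed from Bacteroidaceae by less than 0.01 percentage points. Of the 22 families tested, 15 passed an adjusted p of 0.05, 11 higher and 4 lower in BTWT. Among these, Erysipelotrichaceae were higher in BTWT (0.326% ± 0.148 against 0.144% ± 0.130, adjusted p = 6.60e-04, permutation test). So were sequences with no taxonomy (0.611% ± 0.178 against 0.270% ± 0.0946, adjusted p = 2.44e-05). Enterobacteriaceae were lower in BTWT (0.00432% ± 0.00490 against 0.209% ± 0.245, adjusted p = 0.00381), with 10 of 21 BTΔMAFF samples above every BTWT sample. In simulated data of this table with 64-fold changes, 25.3% of unchanged families were also called. Of the preset lists of taxa, 20 could be tested, and 17 passed, adjusted over the list alone (10 higher and 7 lower in BTWT) as well as with the families. Group accounted for 61.9% of the variation in Bray-Curtis distances (permutation test of the distances, p = 1e-05), and the Shannon index over families was 1.28 ± 0.111 in BTWT and 0.581 ± 0.284 in BTΔMAFF mice (permutation p = 1e-05). Its difference was 0.446 against those 11 samples and 0.984 against replicates 2 to 11, sets that also part by this index. Without Bacteroidaceae, over all samples, it was 0.351 (permutation p = 5.70e-04). The labels name no cage, litter or batch, and p-values here and below measure the spread between mice, which is too small an error where mice shared a cage.

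The DSS-resistant and DSS-sensitive PBS mice were compared to ask which bacteria go with resistance to colitis. Unassigned Clostridiales made up 48.5% ± 23.6 in DSS-resistant (n = 8) and 3.41% ± 7.74 in DSS-sensitive mice (n = 22; adjusted p = 1.05e-05, exact permutation test), and 6 of the 8 resistant samples lay above every sensitive sample. The sensitive median was 0.0667%, replicates 1 to 5 held 5.18% to 31.9% against at most 0.106% in the other 17, and without replicate 2 the sensitive mean was 2.05%. Lachnospiraceae showed the opposite, with 17.5% ± 5.15 in resistant and 66.9% ± 18.6 in sensitive mice, and all 22 sensitive samples lay above the highest resistant sample (adjusted p = 1.96e-06, exact permutation test). Together with Ruminococcaceae they summed to 19% ± 5.53 and 69.0% ± 15.3 (adjusted p = 1.82e-06). The order Clostridiales as a whole dominated both groups, at 84.9% ± 8.21 in resistant and 89.2% ± 5.49 in sensitive mice. This difference did not pass the exact permutation test (adjusted p = 0.165). As a centred log ratio it passed, lower in resistant mice (adjusted p = 0.00130, exact permutation test). That ratio is taken against the mean of all families, rare ones included, so it does not show a lower share of the order. Bacteroidaceae were scarce after PBS, at 0.0365% ± 0.0259 in resistant and 0.412% ± 0.199 in sensitive mice. They were still lower in resistant mice, and all 22 sensitive samples lay above every resistant sample (adjusted p = 1.47e-04, exact permutation test). Bacteroidales of other assignment, picked after their values were seen, went the other way. They took 0.0402% ± 0.0211 in resistant mice and were absent from all 22 sensitive samples (adjusted p = 1.96e-06, exact permutation test).

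**Figure D2:**
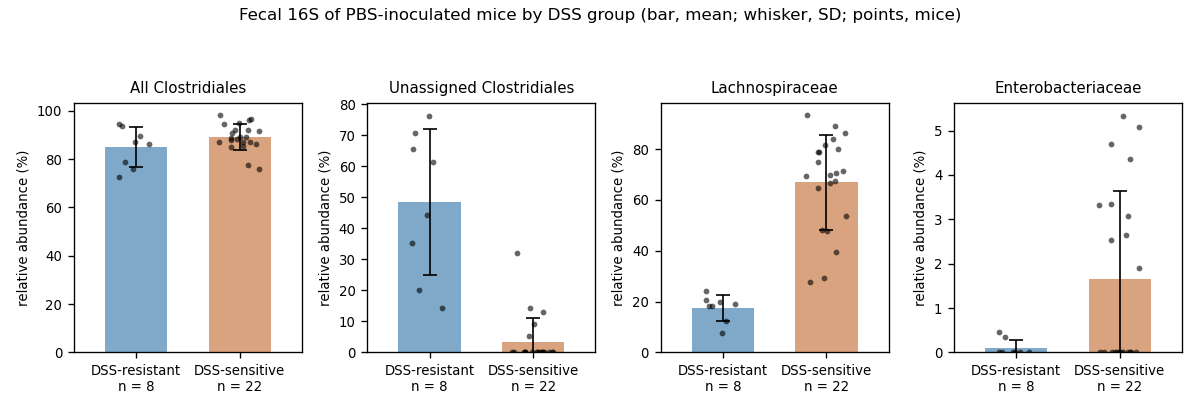
Relative abundance (% of sequences) of all Clostridiales, unassigned Clostridiales, Lachnospiraceae and Enterobacteriaceae in feces of DSS-resistant (n = 8) and DSS-sensitive (n = 22) PBS mice. Bars show the mean, whiskers the SD and points single mice; the order takes 72.5% to 98.1% of every sample, while Lachnospiraceae stay at or below 24.3% in resistant mice and at or above 27.6% in sensitive mice.

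Among the other Firmicutes, Erysipelotrichaceae were higher in DSS-resistant mice (4.13% ± 3.84) than in DSS-sensitive mice (0.282% ± 0.308; adjusted p = 4.65e-04, exact permutation test). Turicibacteraceae (1.06% ± 1.70 against 0.00270% ± 0.00367) and Dehalobacteriaceae (0.116% ± 0.133 against 0.000151% ± 0.000404) were also higher in resistant mice (both adjusted p = 0.00734), but only in 4 of the 8 resistant samples, and Turicibacteraceae did not pass on ranks (adjusted p = 0.607). Without DSS-resistant replicate 6 the resistant mean of Turicibacteraceae was 0.527%, and without DSS-sensitive replicate 10 the sensitive mean of Dehalobacteriaceae was 8.87e-05%. Enterococcaceae were lower in resistant mice (0.0463% ± 0.0857 against 0.243% ± 0.192; adjusted p = 0.0251), with a resistant mean of 0.0166% without replicate 3. The phylum Firmicutes took 99.1% ± 0.694 of the sequences in resistant and 96.8% ± 2.61 in sensitive mice (adjusted p = 0.0428). The difference turned as a centred log ratio (adjusted p = 0.00444), which again depends on the mean of all families. The call was lost when any of 15 single samples was left out (sensitive replicates 6, 7, 8, 10, 11, 13, 14 and 15, resistant replicates 1 to 6 and 8). Adjusted p was then over 0.05 and up to 0.0770 (exact permutation test). Enterobacteriaceae, facultative anaerobes of the phylum Proteobacteria, made up 0.101% ± 0.189 and 1.65% ± 2.0 and did not pass after adjustment (adjusted p = 0.0829, exact permutation test), nor did Proteobacteria as a whole (0.103% ± 0.188 against 1.65% ± 2.0; adjusted p = 0.0729). Without DSS-resistant replicate 1 or 2 the resistant means were 0.0492% or 0.0664% for Enterobacteriaceae and 0.0519% or 0.0686% for Proteobacteria. The test was also not passed by Clostridiaceae (16.0% ± 19.6 in resistant, 11% ± 6.78 in sensitive), Lactobacillaceae (8.97% ± 6.19, 7.08% ± 4.46), Ruminococcaceae (1.43% ± 0.924, 2.10% ± 4.03), Clostridiales of other assignment (1.29% ± 1.47, 5.75% ± 11) or sequences with no taxonomy (0.732% ± 0.732, 1.14% ± 0.682). As centred log ratios, Ruminococcaceae were higher (adjusted p = 0.0440) and sequences with no taxonomy lower in resistant mice (adjusted p = 0.00686). In 5 sensitive samples, replicates 1 to 5, Clostridiales of other assignment took 15.6% to 32.1% and Ruminococcaceae 6.33% to 11.7%, against at most 0.215% and 0.0329% in the other 17.

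Of the 23 families tested, 9 passed an adjusted p of 0.05, 5 higher and 4 lower in DSS-resistant mice. As centred log ratios 19 of the 23 passed, 6 higher and 13 lower. Of the preset lists, 10 of 20 passed, adjusted over the list alone and with the families alike, and 6 of the 17 with a value outside Bacteroidaceae passed there. Bacteroidaceae, Bacteroidales and Bacteroidetes were among the 10 and have no value on that scale, so the 2 counts are not alike. Bacteroidaceae took at most 0.783% of any PBS sample. Group accounted for 51.1% of the variation in Bray-Curtis distances (exact permutation test of the distances, p = 3.42e-07). The Shannon index was 1.30 ± 0.290 in resistant and 0.989 ± 0.381 in sensitive mice (exact permutation p = 0.0474), a call lost when any of 21 single samples was left out (sensitive replicates 6 to 13 and 15 to 22, resistant replicates 1, 2, 3, 4 and 6; p = 0.0517 to 0.109) and with the inverse Simpson index (p = 0.116, exact permutation test). According to the study's text these groups arose in different batches of mice, and the labels name no batch, so that batch and DSS group cannot be told apart.

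MAFF was also deleted in *B. vulgatus* to ask whether its effect on the community extends to another species. This table counted operational taxonomic units (OTUs, clusters of near-identical sequences) with no name attached, so that no family or order is reported for it. BVWT mice carried more OTUs, with 133 ± 23.2 OTUs having a count (n = 9) against 78.4 ± 13.6 in BVΔMAFF mice (n = 9; exact permutation p = 4.11e-05), and every BVWT sample (99 to 169 OTUs) lay above every BVΔMAFF sample (60 to 98). Total counts were similar, at 45244 ± 14170 and 42315 ± 9237 per sample (exact permutation p = 0.610). The OTU with the highest mean took 69.8% of the counts on average, between 39.2% and 88.7% per sample. Of 250 OTUs tested with edgeR's quasi-likelihood test, 181 passed an adjusted p of 0.05, 117 higher and 64 lower in BVWT. The exact permutation test of the percentages called 20 of the 250, 18 higher and 2 lower in BVWT, and that of the centred log ratios called 118, 16 higher and 102 lower. These ratios are taken against the mean of the 250 OTUs, which depends on how many are present. Since BVWT mice carried more OTUs, the lower ratios do not show lower shares.

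**Figure D3:**
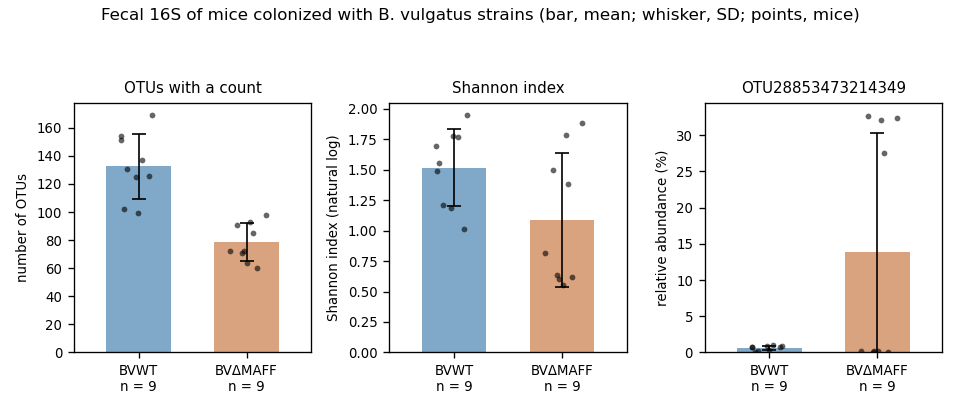
Number of OTUs with a count, Shannon index (natural log) over OTUs and relative abundance (%) of OTU28853473214349 in feces of BVWT (n = 9) and BVΔMAFF (n = 9) mice. Bars show the mean, whiskers the SD and points single mice; the OTU numbers of the groups do not overlap, and the OTU lies between 27.5% and 32.6% in 4 BVΔMAFF mice and at or below 0.149% in the other 5.

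Of the 10 OTUs with the largest differences of means among those called, 8 were higher and 2 lower in BVWT. OTU28853473214349 took 0.615% ± 0.323 in BVWT and 13.9% ± 16.4 in BVΔMAFF mice (edgeR adjusted p = 9.88e-04), and 4 BVΔMAFF samples held 27.5% to 32.6% of it while 5 held 0.106% to 0.149%. OTU71550213624456 was high in the same 4 samples (5.14% to 6.25%) and averaged 2.64% ± 3.13 in BVΔMAFF and 0.0709% ± 0.0383 in BVWT mice (edgeR adjusted p = 0.00102). OTU86149384788597 averaged 1.40% ± 1.58 in BVWT and 0.000909% ± 0.00137 in BVΔMAFF mice (edgeR adjusted p = 6.58e-04) and took 1.08% to 4.03% in BVWT replicates 1 to 5 and at most 0.0159% in the other 4. OTU55596720070007 averaged 0.947% ± 1.03 and 0.000240% ± 0.000719 (edgeR adjusted p = 6.44e-04), with 0.828% to 2.53% in the same 5 BVWT samples and at most 0.00219% in the other 4. Its BVΔMAFF mean came from 1 count in replicate 1 and was 0 without that sample. In the exact permutation test of the percentages only OTU86149384788597 of these 4 passed (adjusted p = 0.0298); the adjusted p was 0.0715 for OTU55596720070007 and 0.114 for both OTU28853473214349 and OTU71550213624456. A count of 0 allows a share of up to 0.0151% in the shallowest sample and 0.00449% in the deepest, for counting error only. Group accounted for 20.1% of the variation in Bray-Curtis distances (exact permutation test of the distances, p = 0.0298), a call lost when any of BVWT replicates 1 to 5 was left out (p = 0.0503 to 0.0582). The Shannon index was 1.52 ± 0.318 in BVWT and 1.09 ± 0.548 in BVΔMAFF mice and did not pass the exact permutation test (p = 0.0612). It passed without BVWT replicate 9 (p = 0.0395) or BVΔMAFF replicate 5, 7 or 8 (p = 0.0262, 0.0202 and 0.0467), and without the most abundant OTU, a setting chosen after seeing the data, with a difference of 1.63 (exact permutation p = 4.11e-05). The inverse Simpson index was lower in BVWT, by a margin that did not pass (p = 0.646, exact permutation test).

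Backpack mice were compared to ask whether IgA changes the cecal community that forms with *B. theta*. Clostridiales made up 44.9% ± 3.73 in BP 7-6IgA (n = 5) and 29.2% ± 5.47 in BP P3U1 mice (n = 5), and Bacteroidaceae, which also made up all Bacteroidales and Bacteroidetes here, 53.3% ± 4.26 and 69.6% ± 5.53. Lachnospiraceae were higher with 7-6IgA (26.6% ± 2.87 against 15.9% ± 3.60), as were Clostridiales of other assignment (16.6% ± 1.64 against 11% ± 1.24) and Firmicutes (45.5% ± 3.90 against 29.5% ± 5.44). In each of these taxa the 5 samples of 1 group lay above all 5 of the other, which gives the smallest exact permutation p that 5 against 5 samples allow (p = 0.00794; adjusted p = 0.0337 for the families and 0.0261 for Clostridiales and Firmicutes). Lachnospiraceae and Ruminococcaceae together (26.7% ± 2.88 against 15.9% ± 3.61) followed Lachnospiraceae. With the families in the adjustment, the calls were lost for all of these taxa and this sum without BP 7-6IgA replicate 1. The same held for Bacteroidaceae without replicate 5, and for Clostridiales and Firmicutes without replicate 3 or 5. Adjusted p was then 0.0675 for the families and 0.0522 for Clostridiales, Firmicutes and the sum (exact permutation test). The differences stayed close without replicate 1, at -15.1 percentage points for Bacteroidaceae, 14.6 for Clostridiales, 14.7 for Firmicutes and 10.5 for Lachnospiraceae, and the groups did not overlap in any of these taxa. The Clostridiales of other assignment above carry no family name either. Unassigned Clostridiales, with a blank family name, were rare in both groups, at 0.264% ± 0.199 with 7-6IgA and 1.03% ± 1.89 with P3U1 (adjusted p = 0.819, exact permutation test). Without BP P3U1 replicate 3 the P3U1 mean was 0.188% and the difference turned, to 0.0759 percentage points higher with 7-6IgA. Clostridiaceae took 1.37% ± 1.03 and 1.30% ± 1.11 (adjusted p = 0.992).

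**Figure D4:**
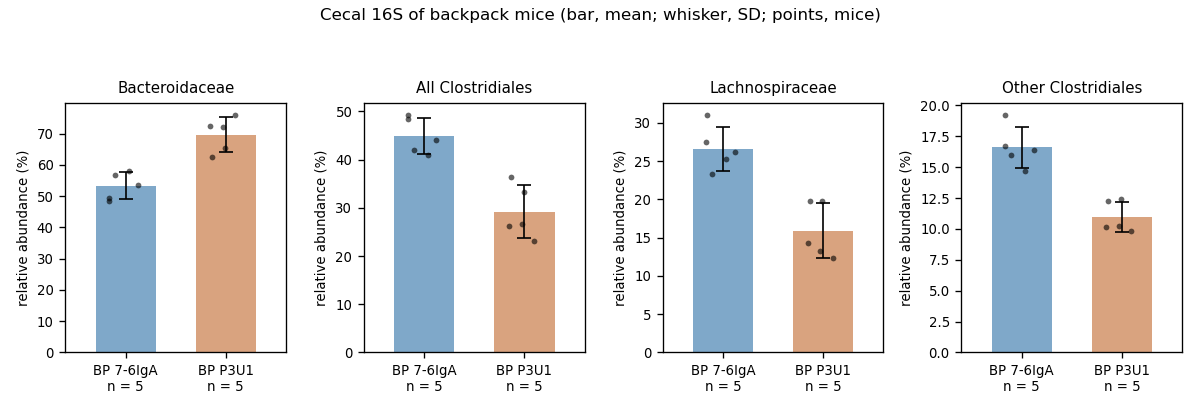
Relative abundance (% of sequences) of Bacteroidaceae, all Clostridiales, Lachnospiraceae and Clostridiales of other assignment in cecal content of BP 7-6IgA (n = 5) and BP P3U1 (n = 5) mice. Bars show the mean, whiskers the SD and points single mice; in each panel the 5 mice of 1 group lie above the 5 of the other.

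Among the sequences outside Bacteroidaceae, Clostridiales took 96.1% ± 1.16 in BP 7-6IgA and 96.0% ± 0.687 in BP P3U1 mice (adjusted p = 0.964, exact permutation test). Lachnospiraceae took 57.1% ± 3.60 and 52.0% ± 3.52 of these sequences and did not pass (p = 0.0556, adjusted p = 0.254, exact permutation test). Within Clostridiales they took 59.4% ± 3.73 and 54.2% ± 3.49 (exact permutation p = 0.0476, adjusted p = 0.179). Of the 17 families tested, 4 passed an adjusted p of 0.05, 2 higher and 2 lower with 7-6IgA. The entry besides those above was Lactobacillales of other assignment, again entered only as Other at the family level. It took 0.0204% ± 0.0143 with 7-6IgA and 0.0517% ± 0.00947 with P3U1 and was chosen after its values were seen. The exact permutation test called 0 families among the sequences outside Bacteroidaceae (2 at an unadjusted p under 0.05), 0 as centred log ratios (5 unadjusted) and 0 without BP 7-6IgA replicate 1 (5 unadjusted). Of 17 preset lists, 6 passed, adjusted over the list alone and with the families alike, and 6 passed over the list alone without BP 7-6IgA replicate 1. The lists overlap with each other and with the families, so their calls are not separate results. Outside Bacteroidaceae the exact permutation test called 0 of 16 lists (0 unadjusted). Group accounted for 73.7% of the variation in Bray-Curtis distances (exact permutation test of the distances, p = 0.00794), but the R2 was 0.169 without Bacteroidaceae (p = 0.159) and 0.0718 in Aitchison distances (p = 0.548). The Shannon index was 1.14 ± 0.0663 with 7-6IgA and 0.938 ± 0.103 with P3U1 (exact permutation p = 0.0159), and without Bacteroidaceae it was lower with 7-6IgA by a margin that did not pass (p = 0.0635).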

Values the study reported

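The study reported that unassigned Clostridiales made up 30% of the fecal community after colonization with BTWT and 3.4% after colonization with BTΔMAFF. For Clostridiales in DSS-resistant and DSS-sensitive groups, written there without the word unassigned, it gave 49% and 3.4%. In backpack mice it reported 29.2% Clostridiales with P3U1 cells and 44.9% with 7-6IgA hybridoma cells.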

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

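The tests of explanations in this part were chosen after the results were seen, except for the other splits of the *B. theta*, PBS and backpack samples. In 49 sets of 5 to 9 values, 1 taxon in 1 group each, 5 samples lay far from the rest of their group. Chance gives about 1 in 20 for normally distributed values. That rate is no firm yardstick for skewed percentages with zeros, as here. The OTUs examined were narrowed to the 4 named ones after a first look at 10. DSS-resistant replicate 3 held 0.254% Enterococcaceae, against at most 0.0510% in the other 7 samples of its group. DSS-resistant replicate 6 held 4.82% Turicibacteraceae, against at most 2.24%. BP 7-6IgA replicate 5 held 0.612% unassigned Clostridiales, against at most 0.211%, and BP P3U1 replicate 3 held 4.42%, against at most 0.248%. BVΔMAFF replicate 1 held 0.00216% of OTU55596720070007, which had no count in the other 8 samples of its group. This was 1 count of 46355, and with zeros elsewhere any count would stand apart, so it says nothing about the sample.

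Unassigned Clostridiales were higher in BTWT than in BTΔMAFF mice. A lower Bacteroidaceae share that raises all other families alike was argued against, since the difference was 60.2 percentage points among the sequences outside Bacteroidaceae, where Lachnospiraceae differed by -58.0. Sets of mice that share a community through a cage or batch could not be excluded, since grouping the samples by their other families gave 2 sets of 1 group each, and 0 sets with at least 3 samples of each group. Cage or batch and strain therefore cannot be told apart here, and an effect of MAFF stays open as well. Of 100 splits of the samples, only the real one (1 split) gave as many as 15 families, and the highest other gave 1. These splits treat single mice as independent, so they cannot exclude a chance difference between cages or batches.

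Unassigned Clostridiales were also higher in DSS-resistant than in DSS-sensitive mice. A larger share of Clostridiales in general was argued against, since total Clostridiales differed by -4.30 percentage points, resistant minus sensitive. Grouping by the other families gave 5 sets, 3 of them of 1 group and 0 with at least 3 samples of each group, so that a shared cage or batch and DSS group cannot be told apart. Of 100 splits, 1, the real one, gave as many as 9 families, and the highest other gave 1. Splits of single mice cannot exclude a chance difference between cages or batches. A biological difference between the groups stays open and untested.

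BVWT mice carried more OTUs than BVΔMAFF mice. Deeper sequencing was argued against, since after thinning every sample to 19815 counts BVWT mice still had 47.2 more OTUs (111 ± 15.4 against 64 ± 12.1, n = 9 each; exact permutation p = 4.11e-05). Sets of mice with a shared community may contribute, since 53 OTUs were present in BVWT replicates 1 to 5 and absent from the other 4, where 1000 shuffles within the group gave at most 6 OTUs with a shared pattern. In BVΔMAFF mice, 34 OTUs were present in replicates 5, 7, 8 and 9 alone, where shuffles gave at most 5. Of 100 splits, 1, the real one, gave as many as 181 OTUs, but 22 of the 99 other splits gave 25 to 108 OTUs. Splits of single mice cannot exclude a chance difference between sets of mice, and an effect of MAFF stays open.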

How the results depend on the processing

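All alternatives were planned except the permutation test of OTU percentages, the removal of the most abundant OTU, the thinning and the sets of BTΔMAFF samples. In *B. theta* mice, 6 main results (total and unassigned Clostridiales, families and lists past the threshold, community, Shannon index) were recomputed without each of the 37 samples, and all 222 values agreed in direction and call, or for counts within 1.5 times. Of 38 values under other settings, the exception was total Clostridiales outside Bacteroidaceae (2.49 percentage points). Clostridiaceae turned on the log2 scales (0.35 and 0.18). Without the 11 BTΔMAFF samples rich in Lachnospiraceae, that family (2.69) and its sum with Ruminococcaceae (5.09) turned, which follows from leaving out their high values. Clostridiaceae (1.0) turned as well, and they are part of the Clostridiales by which the sets part. Without replicates 2 to 11 the sum was -16.8 and Clostridiaceae differed by -1.56, again by that choice of samples. Lists that hold Bacteroidaceae were given no value outside Bacteroidaceae, a choice made after a first look. The causes of the changes in this part were not tested.

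In PBS mice, 6 of the 17 lists with a value outside Bacteroidaceae passed there, against 10 of 20 among all sequences, which is not the same set of lists. Bacteroidaceae, Bacteroidales and Bacteroidetes passed among all sequences and have no value there. As centred log ratios, 19 families passed, and total Clostridiales differed by -0.44. Firmicutes turned there (-0.33), as did Clostridiaceae (-0.89), Clostridiales of other assignment (0.20) and Ruminococcaceae (3.01). These 3 families also turned with 0.01% added on the log2 scale (-0.53, 0.56 and 3.37), with 0.1% added (-0.49, 0.29 and 1.82) and in mean ranks (-1.53, 2.73 and 7.33). Clostridiaceae ranged from -0.244 to 7.18 percentage points with a sample left out. The Shannon difference ranged from 0.259 to 0.360, and the inverse Simpson index differed by 0.667.

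In backpack mice, outside Bacteroidaceae total Clostridiales differed by 0.132, and Clostridiales of other assignment (-0.910) and Clostridiaceae (-1.65) turned. There 0 families and 0 lists passed the exact permutation test (2 and 0 unadjusted), R2 was 0.169, and the Shannon difference turned (-0.113). As centred log ratios 0 families passed (5 unadjusted), and R2 in Aitchison distances was 0.0718. With a sample left out, Clostridiales ranged from 14.2 to 17.5, unassigned Clostridiales from -1.0 to 0.0759, Clostridiaceae from -0.255 to 0.475 and the families passed from 0 to 4. Replicate numbers did not pair the samples (3 of 5 correlations over 0.1, the own number best in 2 of 5). With the replicate block, whose smallest p is 0.0625, 0 families and 0 lists passed (0 unadjusted), Clostridiales differed by 15.7 (adjusted p = 0.205), Shannon by 0.205 and R2 was 0.737.

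In *B. vulgatus* mice, 181 OTUs passed with edgeR, 198 with no filter, 134 with DESeq2 (127 shared) and 56 of 70 with a mean of at least 0.1%. Permutation tests called 20 for percentages, 20 and 19 on the log2 scales, 18 for ranks and 118 for centred log ratios. The inverse Simpson index turned (-0.169), and without the most abundant OTU the Shannon difference was 1.63 (exact permutation p = 4.11e-05). With a sample left out, R2 ranged from 0.179 to 0.231 and the Shannon difference from 0.363 to 0.530, and passed without BVWT replicate 9 or BVΔMAFF replicate 5, 7 or 8. Clostridiales, the lists, settings without Bacteroidaceae and the comparison of MAFF effects between species were not run for this table.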

Other observations

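Within Clostridiales, unassigned members took 71.9% ± 5.44 of the order in BTWT (n = 16) and 2.46% ± 3.75 in BTΔMAFF mice (n = 21), and Lachnospiraceae 14.3% ± 5.66 and 83.8% ± 11 (both permutation p = 1e-05, the smallest possible). In PBS mice, unassigned members took 56.2% ± 24.6 of the order in DSS-resistant (n = 8) and 3.69% ± 8.29 in DSS-sensitive mice (n = 22; exact permutation p = 1.03e-06; sensitive mean 2.25% without replicate 2). Among BTΔMAFF mice, Enterobacteriaceae took 0.210% to 0.655% in 10 samples and at most 0.00797% in the other 11. These 10 samples were the 10 with 92.6% or more Bacteroidaceae, and 0 of them were among the 11 with 15.2% or more Lachnospiraceae. Among DSS-sensitive mice, Enterobacteriaceae took 1.9% to 5.33% in 10 samples and at most 0.00896% in the other 12.

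Each set of samples named here was found in the data and is no group of the study. Unassigned Clostridiales in BTΔMAFF mice took 0.621% here. That is lower than the value quoted from the study above. Total Clostridiales took 84.9% in DSS-resistant and 89.2% in DSS-sensitive mice, and unassigned Clostridiales 48.5% and 3.41%. The totals are higher than the values quoted from the study above, and the unassigned shares are close to them. In backpack mice, 1 of 100 splits, the real one, gave as many as 4 families over all sequences and samples, and the highest other gave 0. The splits use the same mice as the tests above and add no separate evidence. They cannot exclude a chance difference between cages. By the exact permutation test 0 families passed outside Bacteroidaceae (2 at an unadjusted p under 0.05), as centred log ratios (5 unadjusted) or without BP 7-6IgA replicate 1 (5 unadjusted).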
